A study of Homo sapiens with 16 samples.

How the data were processed

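The series holds 16 libraries of total RNA from IMR32 cells, 4 for each of 3 siRNAs against TPX2 (si45, si46, si47) and 4 for a non-targeting siRNA (siNTC). Per the labels, RNA was extracted with a column kit that included a DNase step, libraries were made with Lexogen's 3' end QuantSeq kit and 15 PCR cycles, and single-end reads were sequenced on a NextSeq instrument. The authors deposited 1 table of raw counts for 58787 Ensembl gene identifiers, whole numbers that were not normalized. The labels do not state the aligner, the counter, the genome build, the annotation, whether the counting used strand, or whether molecular identifiers were collapsed. How reads that match several copies of a gene were counted is therefore unknown, which affects pseudogenes, small RNA families and overlapping genes. PCR duplicates, if kept, add to the variation between replicates, and intervals or floors from counts cover counting error only.

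Samples were grouped by the siRNA in the labels, and table columns were matched to samples by siRNA and replicate number. All 16 columns were used. Symbols came from a table of gene names, which matched 58434 identifiers. Gene positions, types and sequences came from GENCODE v29 on GRCh38, which holds 58515 of the identifiers. Genes of the mitochondrial genome were not analysed here, so total counts, CPM and shares of counts are without them. Replicates were checked for libraries entered more than once by a chi-square statistic of their counts over genes. The 24 pairs within groups gave 4.59 to 10.7 per degree of freedom, so no pair agreed within sampling noise.

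Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, scaled by TMM, and fitted in 1 robust quasi-likelihood model of the 4 group means over all 16 libraries, with no covariate. Contrasts were each siRNA against siNTC, the mean of the 3 siRNAs against siNTC, and each pair of siRNAs. p-values were adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values use TMM library sizes. TPX2 and library totals were compared by two-sided exact permutation tests, with TPX2 on the log2(CPM + 1) scale. 4 against 4 libraries allow no p below 0.0286.

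Gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 6 lists and 4 contrasts, 24 tests in all, and again with fry and with an estimated correlation. The lists were G2M genes, S phase genes, p53 target genes, interferon response genes, adrenergic neuroblastoma genes and MYC target genes, and TPX2 was left out of the first. A list score per library is the mean log2 CPM of the members minus the siNTC mean.

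The groups, the tests, the alternatives, the lists and the rule for the genes to name were chosen before the data were examined. The rule named TPX2, then the 5 highest and 5 lowest of the genes shared by all 3 siRNAs with a mean count of at least 20. It added up to 2 genes in each direction that were past the threshold under 1 siRNA and against both others, up to 3 members per list with the lowest p in the mean contrast, and AURKA and MYCN whatever their values. An item that the rule also covered is not reported here.

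Shared controls were allowed for by simulating 20 sets of unchanged groups. The pipeline was tested on simulated data in which 200 genes changed by 1 on the log2 scale. edgeR recovered 68% of these with 6 false calls among 13930 genes tested, and 80% with 12 false calls for the contrast of the mean. Smaller changes and genes with few counts are likely to be called less often, which the simulation did not test.

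Deviations from the group means correlated over 0.1 in all 4 pairs of si45 and si47 libraries with the same replicate number (r = 0.12 to 0.242), and not in all pairs of any other 2 groups. The pairing comes from these values and not from the labels.

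Alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, limma-voom, no low-count filter, at least 10 counts in every library, only the groups compared, the replicate number as a block, stricter thresholds, and leaving out each library in turn. Figures were drawn with matplotlib.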

Results

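RNA was profiled in IMR32 cells, a human neuroblastoma line that carries amplified MYCN, after transfection with small interfering RNAs (siRNAs). TPX2 encodes a microtubule-associated protein of the mitotic spindle that also activates the kinase AURKA. 3 siRNAs against TPX2, named si45, si46 and si47 in the labels, were each compared with a non-targeting control siRNA, siNTC. Each of the 4 groups had 4 replicates, so 16 libraries were sequenced. The series title places TPX2 downstream of a translational program controlled by eIF4A in MYCN-driven neuroblastoma, and these libraries address which transcripts change when TPX2 itself is depleted.

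The libraries were made with a 3' end kit (QuantSeq), in which reads come mostly from the end of a polyadenylated transcript, so that 1 read stands for 1 transcript whatever its length. The deposited unit was the raw read count per Ensembl gene. The total count per library ran from 5318159 (si45 replicate 4) to 7864343 (si46 replicate 1), with a median of 5966582. Mean totals were 5924068 ± 451767 (SD, n = 4) for siNTC, 5970155 ± 499422 for si45, 6182525 ± 1138623 for si46 and 6016062 ± 270531 for si47. None of the siRNA groups differed from siNTC in total count (two-sided exact permutation p = 0.77, 0.83 and 0.71 for si45, si46 and si47; 1 after adjustment over the 9 library comparisons). The 10 most abundant genes held 6.80% to 8.19% of the counts of a library. After low counts were filtered out, 14193 genes were tested, and these held at least 99.6% of the counts of each library.

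The targeted gene was examined first. TPX2 (ENSG00000088325, chromosome 20, 31739271 to 31801805 on the plus strand in the GENCODE v29 annotation of GRCh38) had 1569 to 2165 counts in the siNTC libraries. Its level was 327 ± 27.1 CPM (counts scaled to library size; SD, n = 4) in siNTC, 91.6 ± 19.8 in si45, 81.7 ± 14.3 in si46 and 71.5 ± 3.37 in si47. These levels corresponded to 28.0%, 24.9% and 21.8% of the control mean. All 12 knockdown libraries lay below all 4 control libraries, and each siRNA group differed from siNTC at the smallest p that 4 against 4 libraries allow (two-sided exact permutation p = 0.0286). In edgeR's quasi-likelihood test the log2 fold changes were -1.84 (SE 0.121), -2.00 (SE 0.122) and -2.20 (SE 0.123) for si45, si46 and si47, with Benjamini-Hochberg adjusted p of 4.37e-11, 6.01e-12 and 3.51e-13. The alternative that moved these values most was leaving out si45 replicate 3, which had the highest TPX2 of the knockdown libraries (121 CPM) and without which the si45 value was -2.00. Between siRNAs, TPX2 was lower in si47 than in si45 by the permutation test of that gene alone (exact p = 0.0286), but no pair of siRNAs differed in the edgeR test across all genes (adjusted p = 1 for si45 against si46, 0.246 for si45 against si47 and 0.785 for si46 against si47).

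**Figure D1:**
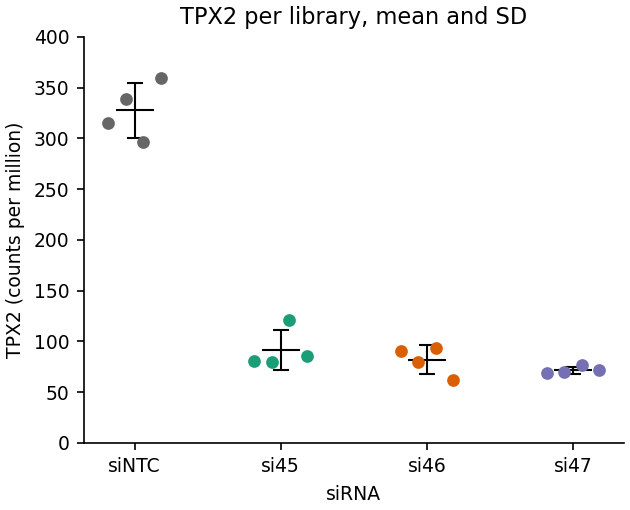
TPX2 in CPM (vertical axis) in each of the 16 libraries, grouped by siRNA (horizontal axis); points are libraries and the black bars are the mean and SD of 4. The 12 knockdown libraries lie between 62.2 and 121 CPM, all below the lowest siNTC library at 297 CPM.

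The number of transcripts changed by each siRNA was then compared. At an adjusted p under 0.05 (edgeR, 14193 genes), si45 changed 190 genes, of which 144 were higher and 46 lower than in siNTC. si46 changed 482 genes (304 higher, 178 lower), and si47 changed 1382 genes (697 higher, 685 lower). The contrast of the mean of the 3 siRNAs against siNTC gave 1014 genes, 513 higher and 501 lower. A further requirement of a 2-fold change cut these counts most at the si47 end, to 99, 186, 334 and 249 genes. Most of these were higher (97, 174, 288 and 231 genes). The 2 genes at least 2-fold lower under si45 were TPX2 and PLXNA4, the latter named only after its values were seen. The controls of 20, 38, 44 and 48 of the genes past 2-fold held at most 3 counts per library, where a fitted fold change depends on the prior count. Set against 3 counts in the controls instead, these genes left 97, 186, 334 and 249 past 2-fold.

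Single libraries weighed on these counts. The si45 count was 406 without si45 replicate 3, 97 without si45 replicate 1 and 119 without siNTC replicate 2. For si46 it was 252 without si46 replicate 2, 253 without si46 replicate 4, and 293, 318 and 301 without siNTC replicates 1, 2 and 4. No single library moved the si47 count by over 1.5 times (932 to 1664). The count for the mean of the 3 siRNAs was 629, 675 and 632 without siNTC replicates 1, 3 and 4. With the replicate number as a block, the counts for each siRNA and for the mean were higher. The order si45, si46, si47 in the number of changed genes was therefore a comparison of calls, and the difference between siRNAs was tested directly.

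In these direct tests few genes passed an adjusted p under 0.05. 4 genes differed between si45 and si46 (582 at an unadjusted p under 0.05), 24 between si45 and si47 (1475 unadjusted; 398 adjusted with the replicate number as a block) and 7 between si46 and si47 (1034 unadjusted). The 4 genes that differed between si45 and si46 were MAPK6, HSP90B1, VDAC1 and SPCS3, the last named after its values were seen. The si45 to si46 count was 7 without si46 replicate 1. The si45 to si47 count was 147 without si47 replicate 3, 15 without si45 replicate 3 or si47 replicate 1, 12 without si47 replicate 2 or 4, and 10 without si45 replicate 4. The si46 to si47 count was 23 without si47 replicate 3, 2 without si46 replicate 3, 3 without si47 replicate 1 and 4 without si47 replicate 2.

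**Figure D2:**
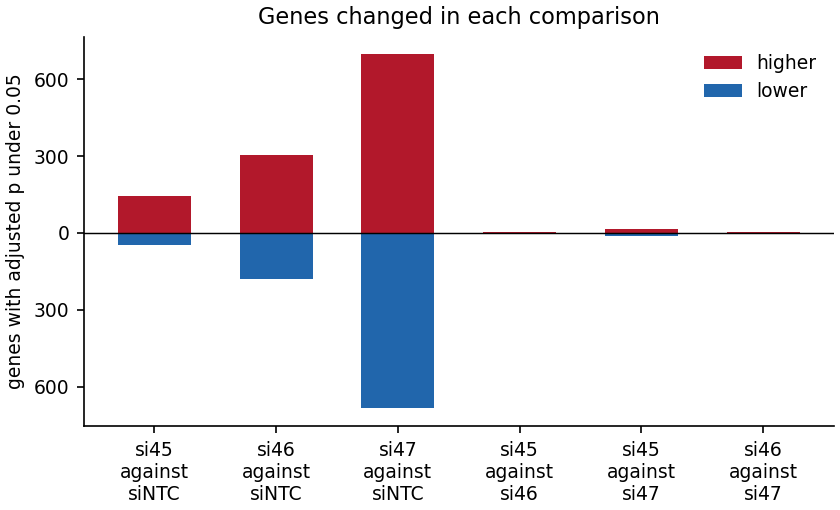
Number of genes (vertical axis) with an adjusted p under 0.05 in edgeR in each comparison (horizontal axis); bars above 0 count genes higher, and bars below 0 genes lower, in the group named first. The bars reach 697 higher and 685 lower for si47 against siNTC, and 14 higher and 10 lower for si45 against si47.

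Whether siRNAs of different sequence moved the same transcripts was asked next. 162 genes passed an adjusted p under 0.05 in the same direction under all 3 siRNAs, 129 higher and 33 lower. Of the 190 genes changed by si45, 167 were changed in the same direction by si46 and 174 by si47. Of the 482 genes changed by si46, 409 were changed in the same direction by si47. There were 0 genes that passed the threshold in opposite directions under different siRNAs, among 1466 genes changed by at least 1 siRNA (1, 2 and 1 at an unadjusted p under 0.05 for si45 and si46, si45 and si47, and si46 and si47). In 20 simulations of unchanged groups against the same control libraries, 0 genes were shared. The shared count was 263 without si45 replicate 3, 88 without si45 replicate 1, and 106 and 101 without siNTC replicates 1 and 2. Across the 14193 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.810 between si45 and si46, 0.801 between si45 and si47 and 0.831 between si46 and si47. Spearman's rho was 0.673, 0.661 and 0.710. Shared controls alone gave a mean r of 0.504, 0.499 and 0.502 in the simulations, at most 0.520. With no filter on low counts the observed r fell to 0.526, 0.528 and 0.545. Among the 162 shared genes, the absolute log2 fold change was larger under si47 than under si45 in 141.

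The shared genes with the lowest mean log2 fold changes were LHX9, POLQ, LRFN1, IGFBP5 and CENPI, which ranged from -0.90 to -0.75. LHX9 (ENSG00000143355, chromosome 1, 197911902 to 197935478) was at 59.4 ± 6.41 CPM (SD, n = 4) in siNTC and at 36.9 ± 8.71, 28.7 ± 3.09 and 30.7 ± 7.71 CPM in si45, si46 and si47. Its mean log2 fold change was -0.90 (SE 0.122, edgeR adjusted p = 7.7e-06). POLQ, which encodes a DNA polymerase of end joining, fell by 0.87 (SE 0.128, edgeR adjusted p = 2.0e-05), with -0.61, -0.68 and -1.31 under si45, si46 and si47. All 12 knockdown libraries lay below all control libraries for LHX9, POLQ, LRFN1 and IGFBP5, and 10 of 12 did for CENPI.

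The shared genes with the highest mean log2 fold changes were the long non-coding RNAs PINCR and PURPL, the small nucleolar RNAs SNORD83A and SNORD46, and CYP4F3. For each of the 5, all 12 knockdown libraries lay above all control libraries. PINCR (ENSG00000224294, chromosome X, 43176994 to 43226598) had 1 to 3 counts in the controls and 7.88 ± 4.35, 7.13 ± 1.54 and 10.6 ± 3.76 CPM (SD, n = 4) in si45, si46 and si47. It was at least 16.7-fold higher in the mean of the 3 siRNAs than 3 counts in the controls would give, a bound that covers counting error only. PURPL (ENSG00000250337, chromosome 5, 27472292 to 27496401) rose from 1.52 ± 0.176 CPM to 18.8 ± 5.38, 21.3 ± 7.07 and 28.5 ± 6.91 CPM. Its mean log2 fold change was 3.87 (SE 0.267, edgeR). CYP4F3 rose by 4.15 (SE 0.622, edgeR adjusted p = 8.6e-04) from 1 to 8 counts in the controls. The mean log2 fold changes of SNORD83A and SNORD46 were 4.42 (SE 0.807) and 4.15 (SE 0.623). The SNORD83A controls were at 1.39 CPM in 1 library and at 0 to 0.189 CPM in the other 3, so the size of its rise is uncertain. Reads of small nucleolar RNAs cannot be separated from those of unspliced transcripts that span them, and SNORD83A lies within an intron of RPL3 on the same strand.

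Some genes moved under 1 siRNA and differed from both of the others (edgeR, adjusted p under 0.05 in all 3 tests). MAPK6 (chromosome 15, 51952106 to 52067372) was at 143.6 ± 11.4 CPM in siNTC, 89.96 ± 5.53 in si45, 151 ± 7.85 in si46 and 156 ± 11.1 in si47. Its log2 fold change was -0.67 under si45 (SE 0.0888, edgeR adjusted p = 6.8e-06). HSP90B1 also fell under si45, by 0.62 (SE 0.10). VDAC1 was lower under si46, by 0.64 (SE 0.0855). AK4 and RPL14P1 were lower under si47, with -0.72 (SE 0.155) and -0.60 (SE 0.102), and SOX4 was higher under si47 by 0.87 (SE 0.0804). SOX4 was also higher under si46 (0.41, edgeR adjusted p = 0.0017), and its si45 value of 0.27 did not pass (edgeR adjusted p = 0.0927). RPL14P1 is a processed pseudogene of RPL14, and how reads were divided between both is not known. RPL14 was itself lower under si47 (-0.32, edgeR adjusted p = 0.030). MAPK6, HSP90B1, AK4 and SOX4 overlap other genes in the annotation (AK4 on its own strand, SOX4 on the opposite strand, the other two on both), and strand use in the counting was not stated.

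6 gene lists, fixed before the data were examined, were tested with camera, a test of whether a list moved relative to all other genes. Over the mean of the 3 siRNAs the p53 target genes rose, with a median log2 fold change of 1.25 over 31 tested members (camera in limma, adjusted p = 1.1e-45 over 24 tests). Of the 31, 27 were higher over all genes tested and 30 adjusted over the list alone. FAS, SPATA18, TP53I3 and APAF1 did not pass over all genes. The medians were 1.15, 1.20 and 1.54 under si45, si46 and si47. The G2M genes, which peak in G2 and mitosis, had a median of -0.27 over 53 members (adjusted p = 1.0e-18). 28 were lower over all genes tested, and 34 adjusted over the list alone. The S phase genes had a median of -0.37 over 43 members (adjusted p = 1.1e-21), with 27 lower over all genes tested and 33 adjusted over the list alone. All 43 S phase members and 51 of 53 G2M members had a negative mean log2 fold change, the exceptions being CKS2 and CCNB2. The G2M medians were -0.24, -0.27 and -0.33 and the S phase medians -0.21, -0.36 and -0.53 under si45, si46 and si47. The calls for these 3 lists held under fry and under camera with an estimated correlation, where the highest adjusted p values were 0.0317 for G2M genes, 0.0077 for S phase genes and 5.9e-04 for p53 target genes in the contrast of the mean. Leaving out any 1 library kept these 3 medians between -0.30 and -0.25, between -0.40 and -0.33, and between 1.21 and 1.42.

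**Figure D3:**
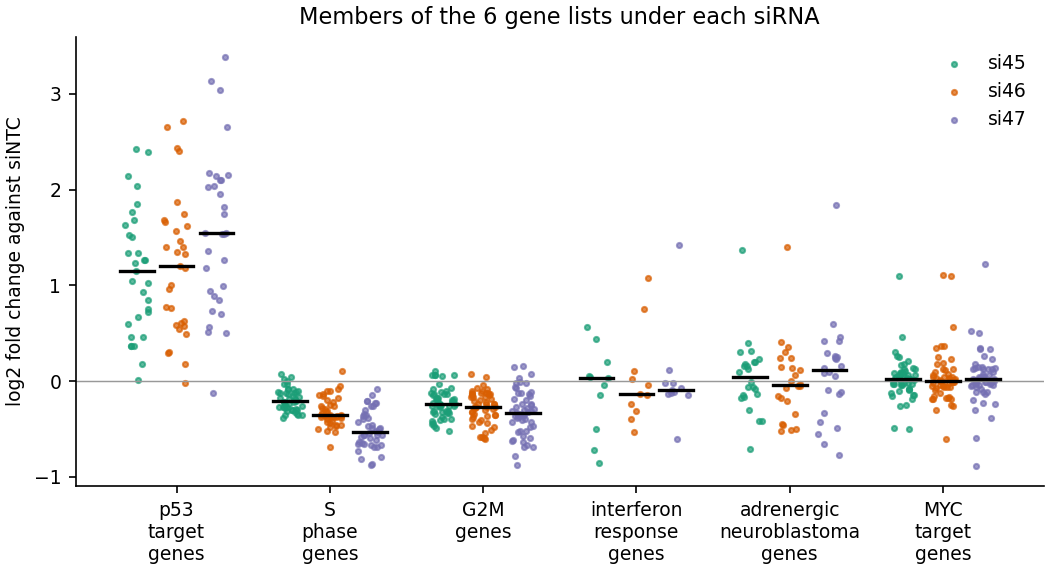
Log2 fold change against siNTC (vertical axis) of each tested member of the 6 gene lists (horizontal axis) under each siRNA; points are genes and black bars are medians. The p53 target medians are 1.15, 1.20 and 1.54, and those of the interferon response, adrenergic and MYC target genes lie between -0.14 and 0.11.

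The other 3 lists did not move in a common direction as sets. The interferon response genes, included because transfected double-stranded RNA can induce them, had 11 of 31 members expressed enough to test and a median of -0.10 (camera in limma, adjusted p = 0.943). The siNTC cells received a siRNA too, so a response common to all siRNAs would not show in this contrast. Only a difference from siNTC was tested. The adrenergic neuroblastoma genes had a median of 0.05 (24 members, adjusted p = 0.943) and the MYC target genes one of 0.02 (52 members, adjusted p = 0.943). Over all genes tested, 0 interferon genes (1 at an unadjusted p under 0.05), 5 adrenergic genes and 2 MYC target genes changed in the mean contrast. Adjusted over the list alone, the numbers were 0, 11 and 2. Of the 11 adrenergic genes, 5 were higher and 6 lower. Camera and the median test for a common direction and do not detect changes in both. Under si47 alone 1 interferon gene was higher over all genes tested, PARP9 (1.42, SE 0.382, edgeR adjusted p = 0.0131), named after its values were seen, and of the MYC target genes 2 were higher and 1 lower. Medians this close to 0 moved by over 1.5 times when single libraries were left out, with ranges of -0.13 (without siNTC replicate 4) to -0.04 (without si47 replicate 4) for interferon genes, 0.02 (without siNTC replicate 4) to 0.11 (without siNTC replicate 1) for adrenergic genes and -0.00058 (without si47 replicate 3) to 0.02 (without si46 replicate 2) for MYC target genes.

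List members with the lowest p in the mean contrast changed as follows. Among p53 targets, PHLDA3, TP53INP1 and FDXR rose by 1.79 (SE 0.140), 1.62 (SE 0.140) and 1.52 (SE 0.134) on the log2 scale, and each was higher in 12 of 12 knockdown libraries than in all controls. HJURP, CDCA2 and MKI67 of the G2M list fell by 0.63 (SE 0.0849), 0.59 (SE 0.0831) and 0.50 (SE 0.0693). ATAD2, HELLS and MCM4 of the S phase list fell by 0.57 (SE 0.0847), 0.49 (SE 0.0661) and 0.47 (SE 0.0737). DBH, which encodes dopamine beta-hydroxylase, fell by 0.56 (SE 0.0801), DACH1 fell by 0.37 (SE 0.0774) and TBX2 rose by 0.33 (SE 0.0746). Of the MYC targets, SLC29A2 fell by 0.66 (SE 0.104) and ODC1 rose by 0.35 (SE 0.0967). ODC1 lost its call without siNTC replicate 2, 3 or 4 (edgeR adjusted p = 0.0796, 0.0589 and 0.0787, against 0.0216 with all libraries).

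AURKA and MYCN were reported whatever their values. AURKA, also a member of the G2M list, fell by 0.45 in the mean contrast (SE 0.120, edgeR adjusted p = 0.0278). It went from 170 ± 14.3 CPM in siNTC to 125 ± 27.2, 132 ± 16.4 and 119 ± 26.9 CPM (SD, n = 4), and was below all controls in 11 of 12 knockdown libraries. Of the single siRNAs only si47 passed (edgeR adjusted p = 0.0343, against 0.199 for si45 and 0.234 for si46). Without siNTC replicate 1, 2 or 4 the adjusted p of AURKA in the mean contrast was 0.0750, 0.0812 and 0.119. MYCN stood at 965 ± 97.8 CPM in siNTC and at 1197 ± 245, 1283 ± 188 and 1291 ± 238 CPM in si45, si46 and si47. Its mean log2 fold change of 0.38 (SE 0.129) did not pass (edgeR adjusted p = 0.0904), but it did without replicate 3 of si45, si46 or si47 (0.0066, 0.0429 and 0.0474).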

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

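The tests of single genes against the depth of knockdown, of RPL14, of the library size of si45 replicate 3 and of splits that part pairs were chosen after the results they bear on were seen.

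In 164 groups of 4 libraries (total counts, list scores and the CPM of named genes), 13 had 1 library far from the other 3 by the ratio of its gap to the whole range of the group. Chance gives 8.2 such groups in 164, so most of these single libraries need no explanation.

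TPX2 in si45 replicate 3 was at 121 CPM against 79.4 to 85.1 in the other 3 si45 libraries (gap ratio 0.862). LRFN1, which fell in the knockdown, was also least reduced in that library (47.3 CPM against 26.9 to 29.1, ratio 0.889). Over 408 genes changed in the same direction by both si46 and si47, TPX2 left out, the changes in si45 replicate 3 had a slope of 0.613 on the mean of the other 3 si45 libraries. The same slope was 1.18, 1.24 and 0.900 for si45 replicates 1, 2 and 4. A weaker knockdown in that library as a whole is thus a candidate explanation, and it goes with the 406 genes changed by si45 without that library against 190 with it. Its total count of 5850195 lies within the range of its group, which argues against library size. Less siRNA in the cells and some admixture of control RNA would both lower all changes and cannot be told apart by this slope of 0.613. Replicate 3 also had the highest TPX2 of its group under si46 and si47 (93.8 and 76.3 CPM) and the lowest p53 target score (0.996 and 1.30). In siNTC it had the lowest TPX2 (297 CPM). A weaker knockdown may thus follow the replicate number and not this si45 library alone.

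Other single libraries stood apart in the controls or in 1 gene. SNORD83A in siNTC replicate 4 (1.39 CPM against 0 to 0.189, ratio 0.864) and the S phase score in siNTC replicate 3 (0.05 against -0.02 to -0.01 on the log2 scale, ratio 0.844) lay above the other controls. TBX2 was high in siNTC replicate 3 (494 CPM against 399 to 411, ratio 0.879) and low in si47 replicate 2 (464 against 519 to 524, ratio 0.924). IGFBP5 (139 CPM against 91.4 to 95.4, ratio 0.917) and HJURP (69.6 against 55.2 to 57.4, ratio 0.844) were both less reduced in si47 replicate 3. POLQ was lowest in si46 replicate 4 (21.4 CPM against 29.5 to 31.0, ratio 0.842), which also had the lowest TPX2 of all libraries (62.2 CPM). PURPL was highest in si46 replicate 2 (31.8 CPM against 17.0 to 18.6, ratio 0.888) and PHLDA3 lowest in si46 replicate 3 (37.2 against 46.01 to 47.5, ratio 0.858). HSP90B1 was highest in si45 replicate 2 (433 CPM against 328 to 344, ratio 0.845), and SOX4 in si45 replicate 1 (1158 against 1125 to 1129, ratio 0.902). No biological explanation was tested for these.

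Differences between siRNAs were flagged for 9 named genes by edgeR's test of the difference itself, given here as log2 differences. MAPK6 differed by -0.74 (si45 minus si46) and -0.79 (si45 minus si47), and HSP90B1 by -0.60 and -0.68 in the same comparisons. VDAC1 differed by 0.87 (si45 minus si46) and -0.74 (si46 minus si47). AK4 differed by 0.92 (si45 minus si47) and 0.80 (si46 minus si47), RPL14P1 by 0.57 and 0.56, and SOX4 by -0.60 and -0.46. HELLS (0.38), ATAD2 (0.56) and TP53INP1 (-0.71) differed between si45 and si47 (si45 minus si47). To weigh the comparisons as whole sets, other divisions of the same libraries were counted. 2 of the 35 splits of the 8 si45 and si46 libraries gave at least 4 genes, 4 of the 35 splits of the si45 and si47 libraries gave at least 24, and 2 of the 35 splits of the si46 and si47 libraries gave at least 7, the real split included in each. The other splits that gave as many included some that followed the replicate numbers. Replicates 1 and 2 of si45 and si46 against replicates 3 and 4 gave 6 genes. For si45 and si47, replicates 1 and 2 against 3 and 4 gave 29 and replicates 1 and 4 against 2 and 3 gave 102. With the replicate number as a block the counts were 33 (si45 and si46), 398 (si45 and si47) and 108 (si46 and si47). By the cut of 0.1 the numbers pair the libraries of si45 and si47. Of the 8 splits of these that part all 4 pairs, 1 gave at least 24 genes, which was the real one, and the other 7 gave 0 with or without the block. 8 splits cannot give a share under 0.05. With the block 7 more of the named genes passed between si45 and si47, which were POLQ, CYP4F3, SNORD46, PURPL, MCM4, PHLDA3 and FDXR (adjusted p from 9.5e-04 to 0.0365). The labels do not say that the numbers mark a batch.

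The depth of TPX2 knockdown was tested as the reason why some genes moved under 1 siRNA. The values argue against it for MAPK6, HSP90B1 and VDAC1. TPX2 was lowest under si47, yet MAPK6 and HSP90B1 moved under si45, and the other siRNA that moved them most in that direction gave log2 changes of 0.071 and -0.018. VDAC1 moved under si46, and the nearest of the others gave 0.10. AK4 and RPL14P1 moved under si47, where the others came to 0.089 and -0.038 at most, while a change in proportion to TPX2 would give -0.60 to -0.65 for AK4 and -0.50 to -0.55 for RPL14P1. SOX4 came to 0.27 under si45 and 0.41 under si46, in the order of the TPX2 values, where proportion to TPX2 would give 0.73 and 0.79. These 3 genes were chosen for smaller changes under the other siRNAs, so the gaps speak against strict proportion alone. For them a steep response to the depth of knockdown and another property of si47 cannot be told apart, since si47 had the lowest TPX2. Effects of a siRNA sequence on transcripts other than TPX2 are a candidate explanation for all 6 genes. They stay untested, because the siRNA sequences were not used here. For RPL14P1, reads of RPL14 counted on its pseudogene are open as well, since RPL14 also fell under si47 by 0.32.

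Lists differed between siRNAs too, by camera on the difference over 18 tests. The p53 target median differed by -0.48 (si45 minus si47) and -0.35 (si46 minus si47), and both held under fry (adjusted p = 0.0065 and 0.0159) and with an estimated correlation (0.0409 for both). With the replicate number as a block, the estimated correlation gave 0.0506 for si45 and si47. The S phase median differed by 0.34 (si45 minus si47), which held under both (0.0016 and 0.0322), by 0.17 (si46 minus si47), which held under fry alone (0.0199 against 0.0752), and by 0.12 (si45 minus si46), which held under neither (0.175 and 0.219). The G2M medians differed by 0.11 (si45 minus si47) and 0.076 (si46 minus si47), and neither held under fry (0.328 and 0.548) or with an estimated correlation (0.612 and 0.645). To weigh the depth of knockdown, the slope of each score on TPX2 within siRNAs was taken out. For the S phase score a difference of -0.25 (si47 minus si45) was left of -0.32 (two-sided exact permutation p = 0.0286), which argues against the depth of knockdown as its whole cause, although noise in TPX2 flattens such a slope. For the p53 score 0.23 was left of 0.44 (exact p = 0.0571), so depth and another property of si47 cannot be told apart with 4 libraries each.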

How the results depend on the processing

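TPX2 was lower in every setting tried, from -2.00 to -1.77 (si45), -2.07 to -1.89 (si46) and -2.24 to -2.15 (si47) across fits that each left out 1 library, and past the threshold in all. The p53, S phase and G2M lists kept their direction and call in all 23 alternatives each. Across fits that left out 1 library their medians ran from 1.21 to 1.42, -0.40 to -0.33 and -0.30 to -0.25. The interferon, adrenergic and MYC target lists stayed without a call, with medians from -0.13 to -0.04, 0.016 to 0.113 and -0.00058 to 0.022. The interferon median of -0.10 reversed to 0.086 with no low-count filter, where more of its members are tested, and the MYC target median of 0.02 reversed to -0.00058 without si47 replicate 3. Both lie close to 0.

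The counts of changed genes depended on the setting. For si45, si46, si47, the mean of the 3 siRNAs and the genes shared by all 3, an adjusted p under 0.01 gave 96, 189, 673, 440 and 81, and a log2 fold change of at least 1 gave 99, 186, 334, 249 and 90, both fewer by construction. No low-count filter gave 356 for si45 and 284 shared, and DESeq2 gave 292 for si45. The cause was not tested. Between si45 and si46, si45 and si47, and si46 and si47, DESeq2 gave 10, 137 and 28 genes, no low-count filter 14, 166 and 44, and a log2 fold change of at least 1 gave 0, 1 and 0. An adjusted p under 0.01 left 8 between si45 and si47, and a fit of only the groups compared gave 4 between si46 and si47. RLE and upper-quartile factors, limma-voom and the stricter count filter kept these counts within 1.5 times.

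The replicate number as a block was tried because the groups share numbers. Libraries with the same number deviated together in all 24 pairs, by r = 0.0188 to 0.247 with 14 over 0.1. The 72 pairs with different numbers had a mean of -0.04. That mean follows from taking deviations from the group means and is no separate baseline. Only between si45 and si47 were all 4 pairs over 0.1, against 3 of 4 for si45 and si46 and for si46 and si47. The labels name no batch, so by this cut the numbers were taken to pair the samples of si45 and si47 alone. Since all 24 pairs were above 0, a pairing in the other comparisons stays open. The fits without the block do not allow for it. The replicate block gave 577, 1073, 2198 and 1817 genes for si45, si46, si47 and the mean, 410 shared, and 33, 398 and 108 between si45 and si46, si45 and si47, and si46 and si47. The share of higher genes under si45 was 57.9% with the block against 75.8% without it.

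Across fits that each left out 1 library, counts ran from 97 to 406 (si45), 252 to 532 (si46), 932 to 1664 (si47), 629 to 1388 (mean), 88 to 263 (shared), 4 to 7 (si45 and si46), 10 to 147 (si45 and si47) and 2 to 23 (si46 and si47). The highest count came from leaving out replicate 3 of a siRNA in all of these except si45 and si46, where it was si46 replicate 1. Correlations ran from 0.753 to 0.836 (si45 and si46), 0.749 to 0.822 (si45 and si47) and 0.783 to 0.848 (si46 and si47). They were above the value of all libraries without a siNTC library, which all 3 siRNAs share, and below it without a siRNA library. limma-voom gave 0.781 (si45 and si46). At least 10 counts in every library gave 0.775 and 0.761 for the pairs with si45, a mean count of at least 100 gave 0.853 (si45 and si46) and 0.871 (si46 and si47), and no low-count filter gave 0.526, 0.528 and 0.545, with genes of few counts added.

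Of single named genes, MYCN passed the threshold under DESeq2, limma-voom, no low-count filter and the replicate block (adjusted p from 0.0066 to 0.232 over its alternatives), and ODC1 and AURKA lost their calls in 3 leave-one-out fits each. These were the changes among 480 leave-one-out values and 232 other values of 33 results: 6 weaker and 3 stronger in the former and 4 stronger in the latter. Depth limits what is called for genes with few counts. Where all 4 control libraries of a named gene held at most 3 counts, a bound against 3 counts is given in place of the fitted fold.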

Other observations

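The tests of GC content, of mitotic accumulation, of a single siRNA, of splits for si45 and most tests on small RNAs were chosen after the results were seen. The tests of TPX2 against the list scores and of A-rich stretches over genes were not. The small RNA score set against TPX2 was built from genes picked by their rise, and so only after the results were seen.

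The numbers of changed genes were set against other splits of the libraries. For si45, si46 and si47 against siNTC, 1 of the 35 splits of the 8 libraries gave as many genes in each case, which was the real one. The next largest split gave 78, 2 and 10 genes. The split with 78 genes exchanged only si45 replicate 3 and siNTC replicate 2 between the real groups. Of 100 regroupings of the 16 libraries, the real one included, 1 gave 1014 or more genes for the mean of the 3 siRNAs (the next had 247) and 1 gave 162 or more shared genes (the next had 8).

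The rise of the p53 target genes was weighed against technical causes. Among 10000 random lists matched on GC content and mean count, 0 had a median as high as 1.25, the highest being 0.14. The same test gave 0 of 10000 lists for the fall of the G2M genes and 0 for the S phase genes, which argues against a GC content or expression level bias for all 3. The lowest of the 3 siRNA medians was 1.15, which argues against an effect of 1 siRNA sequence outside its target. An effect shared by all 3 siRNAs other than through TPX2 stays open. The response may be a biological consequence of TPX2 loss, a hypothesis that these libraries cannot separate from a general response to TPX2-directed siRNA. Cells accumulating in mitosis would raise the G2M genes, and only 2 of the 53 members were above 0 in the mean contrast. The S phase genes fell in the same libraries, and a common fall of cycle genes could mask such a rise. The values therefore argue only against an accumulation large enough to raise the list, and a smaller one stays open. In the mean contrast the G2M median lay 0.09 above the S phase median (permutation across genes, p = 0.022, genes not being independent), so the G2M genes fell less there. Under si45 the order was reversed, with medians of -0.24 (G2M) and -0.21 (S phase).

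Libraries with less TPX2 had a higher p53 target score. Across the 12 knockdown libraries Pearson's r of log2(TPX2 CPM + 1) and the score was -0.841 (permutation p = 4.1e-04, 0.0016 after adjustment over 4 relations) and Spearman's rho was -0.951 (permutation p = 2.0e-05). Without si45 replicate 3 and si46 replicate 4, the libraries farthest from the median of TPX2, r was -0.950. Deviations from the mean of each siRNA gave -0.831 (permutation p = 1.4e-04), and deviations from the mean of each replicate number gave -0.804 (permutation p = 0.0052). With the total count taken out r was still -0.841, which argues against library size. The remaining TPX2 may therefore set the size of the response, in line with the within-siRNA value of -0.831. The amount of siRNA that entered the cells would give the same relation and was not measured. The S phase score gave r = 0.7001 (permutation p = 0.0103, adjusted 0.0206; rho = 0.783, permutation p = 0.0038), 0.796 without the same 2 libraries and 0.510 within siRNAs (permutation p = 0.0176). The G2M score gave r = 0.478 (permutation p = 0.123, adjusted 0.123; rho = 0.517, permutation p = 0.0871), and the small RNA score of the next paragraph gave r = -0.557 (permutation p = 0.0579, adjusted 0.0772; rho = -0.441, permutation p = 0.153). These last 2 relations did not pass across the 12 libraries. Within replicate numbers the small RNA score gave r = -0.728 (permutation p = 0.0477, not adjusted) and within siRNAs -0.343 (permutation p = 0.391), so a relation to TPX2 stays open for it.

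A group of small non-coding RNA genes rose in the knockdown. Of 239 tested genes of the snRNA, snoRNA, scaRNA and misc_RNA types, 48 were at least 2-fold higher in the mean of the 3 siRNAs at an adjusted p under 0.05 in edgeR, which is 20.1% against 1.31% of all other tested genes (Fisher's exact test across genes, p = 5.1e-39, genes not being independent). 52 were higher at any size and 0 were lower (64 and 13 at an unadjusted p under 0.05). RLE and upper-quartile scaling gave 48 too, and limma-voom gave 43. The controls of 15 of the 48 were at the floor of 3 counts or below. Set against that floor, all 48 were still at least 2-fold higher in the mean of the 3 siRNAs, and 43 under si45. Among the 33 above the floor the median log2 fold change was 2.22, 2.50 and 2.93 under si45, si46 and si47. Examples, named after their values were seen, are SNORD13 (3.46), RNU6ATAC (2.83) and RNU4-2 (2.63). The mean score of the 48 genes was higher in replicates 1 and 2 (2.20 and 2.21 for si45, 2.71 and 2.55 for si46, 3.03 and 2.61 for si47) than in replicates 3 and 4 (1.33 and 1.29, 1.62 and 2.02, 2.08 and 2.25). The controls followed the same order over a smaller range, with 0.077 and 0.14 in replicates 1 and 2 and -0.16 and -0.065 in replicates 3 and 4. The prior count narrows differences between libraries with few counts, so part of this smaller range may come from the scale.

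Several technical causes of this rise were weighed. The 3' end kit captures poly(A), which these RNAs mostly lack, so a general rise in the capture of RNA without a tail was a first candidate explanation. Of the 20 most abundant small RNA genes, 15 were above 0, 7 were called higher and 4 were at least 2-fold higher, with a median log2 fold change of 0.24. In 14 of the 20, however, the log2 fold change plus 2 standard errors stayed under 1, which argues against a general rise of 2-fold or more. Reads from unspliced transcripts would raise sense intronic genes, and the median of these 182 genes was -0.14, with 1 at least 2-fold higher. Genomic DNA would also raise antisense and lincRNA genes, and 34 antisense genes were higher and 4 lower, and 27 lincRNA genes higher and 6 lower. Reads from DNA would be gained by length. Among genes at or below 2.49 CPM in the controls, however, 37 of 120 small RNA genes were at least 2-fold higher, against 38 genes of the other types (1 of 67 sense intronic, 22 of 255 antisense and 15 of 214 lincRNA genes), whose median length was 1102 bases against 135. This argues against DNA as the whole cause. Library size cannot give it, since total counts differed by a ratio of 1.48 at most. Reads of a few risen RNAs placed on many copies would put the genes in a few families. 6 families held 29 of the 48, among them RNU1 with 9 and RN7SK with 6. For the 33 genes in families with at least 2 risen genes, such copies and a separate rise cannot be told apart, because the handling of reads with several matches is not known. The same holds for RN7SL336P and RNU5A-1, named after their values were seen, whose families hold other genes with smaller rises. For 12 further genes no other tested gene of the family was higher at an unadjusted p under 0.05. Of these, only SNORD13, RNU6ATAC and U2 had other tested genes in the family (1, 1 and 3), which argues against copies as the cause for them. For the rest of the 12 no other gene of the family was tested, so the test cannot decide. Handling that differs between replicate numbers would move the siNTC library of a number as well. Over genes chosen without a number, the 12 knockdown libraries lay at least 1.40 (log2) above the siNTC library of their number. This argues against such handling as the whole cause of the rise. Tails added to RNAs that lack an internal A-rich stretch remain open. Such RNAs could only be primed once tailed, so that a less A-rich sequence would go with a larger rise. Over the 239 genes Spearman's rho was -0.18 (permutation p = 0.0059, genes of a family not being independent), and over the medians of 79 families, which allow for this, it was -0.185 (permutation p = 0.103), so the test does not decide. Risen and other genes had medians of 5 and 6 A in the richest window of 10 bases. A biological change in the 3' ends or decay of these RNAs is an untested hypothesis. Why the rise was larger in replicates 1 and 2 was not tested.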
